# Beneficial Effect of Insulin Treatment on Islet Transplantation Outcomes in Akita Mice

**DOI:** 10.1371/journal.pone.0095451

**Published:** 2014-04-17

**Authors:** Kazuhide Kikawa, Daisuke Sakano, Nobuaki Shiraki, Tomonori Tsuyama, Kazuhiko Kume, Fumio Endo, Shoen Kume

## Abstract

Islet transplantation is a promising potential therapy for patients with type 1 diabetes. The outcome of islet transplantation depends on the transplantation of a sufficient amount of β-cell mass. However, the initial loss of islets after transplantation is problematic. We hypothesized the hyperglycemic status of the recipient may negatively affect graft survival. Therefore, in the present study, we evaluated the effect of insulin treatment on islet transplantation involving a suboptimal amount of islets in Akita mice, which is a diabetes model mouse with an *Insulin 2* gene missense mutation. Fifty islets were transplanted under the left kidney capsule of the recipient mouse with or without insulin treatment. For insulin treatment, sustained-release insulin implants were implanted subcutaneously into recipient mice 2 weeks before transplantation and maintained for 4 weeks. Islet transplantation without insulin treatment did not reverse hyperglycemia. In contrast, the group that received transplants in combination with insulin treatment exhibited improved fasting blood glucose levels until 18 weeks after transplantation, even after insulin treatment was discontinued. The group that underwent islet transplantation in combination with insulin treatment had better glucose tolerance than the group that did not undergo insulin treatment. Insulin treatment improved graft survival from the acute phase (i.e., 1 day after transplantation) to the chronic phase (i.e., 18 weeks after transplantation). Islet apoptosis increased with increasing glucose concentration in the medium or blood in both the *in vitro* culture and *in vivo* transplantation experiments. Expression profile analysis of grafts indicated that genes related to immune response, chemotaxis, and inflammatory response were specifically upregulated when islets were transplanted into mice with hyperglycemia compared to those with normoglycemia. Thus, the results demonstrate that insulin treatment protects islets from the initial rapid loss that is usually observed after transplantation and positively affects the outcome of islet transplantation in Akita mice.

## Introduction

Diabetes is currently a global health problem. The World Health Organization (WHO) reports that 347 million people have diabetes worldwide. Diabetes is caused by the autoimmune destruction of pancreatic β cells (i.e., type 1 diabetes) or the combination of insulin resistance of all body organs and insulin secretion deficiency (i.e., type 2 diabetes).

Islet transplantation is a promising therapy for severely insulin-dependent diabetes patients in whom the endogenous insulin secretion is insufficient. As sustained insulin independence was reported in type 1 diabetes patients in the Edmonton protocol in 2000 [1], the incidence of islet transplantation has rapidly increased. However, islet transplantation has not yet become a standard therapy for diabetes because of donor shortages and the necessity of lifelong immunosuppressant drug use. Another important issue is the initial loss of many islets immediately after transplantation as a result of graft inflammation, immunorejection, apoptosis, or necrosis [2]–[4].

Efforts have been made to improve graft survival [5]. Suppression of immunorejection is the most important factor for a successful transplantation. A new immunosuppression trial has reported the combination of co-stimulation blockage via the CD80–CD86 pathways and thymoglobulin T-cell depletion [6]. In addition, some strategies are being developed to suppress inflammation. For instance, heparin and insulin infusions have been shown to significantly prevent instant blood-mediated inflammatory response (IBMIR) [7], the combination of anti-tumor necrosis factor (TNF)-α and interleukin (IL)-1 receptor blockage [8], and the inhibition of interferon (IFN)-γ [9] or caspase [2], [10], all of which improve the efficacy of islet engraftment. Moreover, the use of glucagon-like peptide-1 (GLP-1) analog improves human islet survival in culture [11]. Various types of scaffolds such as extracellular matrix protein-coated scaffolds [12] and microporous polymer scaffolds, which allow vascular ingrowth and nutrient diffusion from the host tissue [13], improve islet transplantation outcomes.

On the other hand, to overcome donor shortages, regenerative therapies using embryonic stem cells (ES cells) or induced pluripotent stem cells (iPS cells) are strong candidates for the treatment of diabetes [14]–[16]. In this field, several studies have focused on improving the extent of differentiation and maturation of ES or iPS cell-derived β cells [17], [18]. However, considering the issues described above, the establishment of an efficient procedure for improving graft survival is also important.

Prolonged or repeated exposure to elevated glucose concentrations has deleterious effects on the expressions of genes related to insulin production, insulin content, glucose-stimulated insulin secretion (GSIS), and β-cell viability [19]–[22]. Therefore, we hypothesized that the hyperglycemic status of recipients themselves is an obstacle to graft survival and that insulin treatment to recipients improves transplantation outcomes.

Accordingly, this study evaluated the effects of insulin treatment on the outcome of islet transplantation in Akita mice [23], which carry an *Insulin 2* (*Ins 2*) gene missense mutation [24] and exhibit insulin deficiency, thus making them an excellent model for diabetes with long-term sustained hyperglycemia.

## Materials and Methods

### Animals

This animal work is approved by the Institutional Review Board for Animal Care and Use of Kumamoto University. All animal procedures were conducted according to Kumamoto University guideline. Mice had access to food and water *ad libitum* except during fasting. Heterozygous Akita mice (C57BL/6J- *Ins2* ^WT/C96Y^ *Rag1* ^+/+^ or *Rag1* ^−/−^, male) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). Immunodeficient *Ins2* ^WT/C96Y^ *Rag1* ^−/−^ Akita mice were used only to evaluate GSIS. Polymerase chain reaction (PCR) was performed to genotype the *Ins 2* and *Rag1* genes, as described by the Jackson Laboratory. The fasting blood glucose levels and body weight were measured from 5 weeks of age in mice that had been fasted for 2 hours using a portable glucose monitor (Life check sensor; Gunze, Tokyo, Japan) by making an incision in the tail.

### Insulin Therapy

Insulin treatment was performed by implanting Linβit, sustained-release insulin implants (approximately 0.1 U d^−1^ implant^−1^; Linshin Canada Inc., Scarborough, Canada) [25]. These insulin implants are composed of an admixture of insulin and microrecrystallized palmitic acid, allowing sustained insulin release, which yields more consistent blood glucose levels than that obtained by daily insulin injections.

After brief isoflurane (2-chloro-2-(difluoromethoxy)-1,1,1-trifluoro-ethane) (Merck Animal Health, NJ, USA) anesthesia was administered, insulin implants were inserted subcutaneously in the nape of the neck. Mice weighing <20 g and 20–25 g received 2 and 3 implants, respectively. In the insulin-treated group, insulin implants were inserted between 8 and 10 weeks of age. Two weeks after implantation (i.e., 10–12 weeks of age), islet transplantations were performed. Insulin implants were removed 2 weeks after islet transplantation.

### Islet Isolation and Transplantation

Wild-type (WT) C57BL/6 mice were used as donors for islet transplantation, and heterozygous male Akita mice were used as recipients. Islets were isolated by the collagenase digestion of the pancreas as described previously [26] with some modifications. Briefly, donor mice were euthanized, and the pancreas was exposed by laparotomy. The common bile duct was ligated at the ampulla of Vater and cannulated using a needle (Natsume Seisakusho, Tokyo, Japan). Thereafter, 4–5 mL solution containing 2 mg/mL collagenase IV (GIBCO, CA, USA) was injected into the pancreas. The pancreas was subsequently removed, and the islets were collected using density gradient reagent Histopaque 1077 (Sigma-Aldrich, St. Louis, MO, USA), and handpicked under a stereomicroscope 2 or 3 times until a population of pure islets was obtained. Approximately 100 islets were obtained per mouse. Under isoflurane anesthesia, the lumbar region of the recipients was incised. Either 50 or 200 islets were transplanted under the left kidney capsule of the recipient using a 24-gauge catheter (NIPRO, Osaka, Japan) on the day of isolation. The lumbar incision was sutured after transplantation. Glucose monitoring was continued until 18 weeks after islet transplantation, when the grafts were removed.

### Islet Culture

Islets from WT C57BL/6 mice were used for islet culture. Isolated islets were handpicked and cultured in Dulbecco’s modified Eagle medium with various glucose concentrations supplemented with 10% fetal bovine serum, 100 µM nonessential amid acids, 2 mM l-glutamine, 50 units/mL penicillin, 50 µg/mL streptomycin, and 100 µM 2-mercaptoethanol. Islets were cultured for 24 hours on 24-well plates (Sumitomo Bakelite Co. Ltd., Tokyo, Japan).

### Intraperitoneal Glucose Tolerance Test (IPGTT) and GSIS Assay

Mice that had been fasted for 6 hours were used. Blood glucose levels were measured before (0 min) and 15, 30, 60, 90, and 120 min after intraperitoneal administration of 25% glucose solution (Wako, Osaka, Japan) at 2 g/kg body weight. Serum insulin levels were measured using a mouse insulin kit (Shibayagi, Gunma, Japan) before (0 min) and 30 min after glucose challenge.

### Insulin Tolerance Test (ITT)

Mice that had been fasted for 6 hours were used. Blood glucose levels were measured before (0 min) and 30 min after intraperitoneal administration of Humulin R (Eli Lilly, IN, USA) at 0.5 mU/g body weight. The relative rate of glucose decrease as a result of insulin treatment from each basic glucose level was calculated.

### Antibodies

The primary antibodies used were rat anti-insulin (R&D, Minneapolis, MN, USA), guinea pig anti-glucagon (Progen Biotechnik, Heidelberg, Germany), and rabbit anti-cleaved caspase-3 (Cell Signaling, MA, USA). Alexa 488 and Alexa 568 (Invitrogen, Paisley, UK) conjugated secondary antibodies were also used.

### Apoptosis Assay

For the apoptosis assay, caspase-3/7 activity was measured using the CellEvent Caspase-3/7 Green Detection Reagent (Invitrogen Life Technologies Co., Carlsbad, CA, USA) according to the manufacturer’s protocol. Apoptosis was also detected by the terminal deoxynucleotidyl transferase-mediated d-UTP nick-end labeling (TUNEL) method using an *in situ* cell death detection kit (Roche, Penzberg, Germany).

### Microarray Analysis

A MOE430 2.0 series probe array (GeneChip, Affymetrix, CA, USA) was used for microarray analysis. The expression analysis was performed using the Subio Platform (Subio, Tokyo, Japan).

### Microarray Data Accession Number

Microarray data are deposited under Gene Expression Omnibus (GEO) accession number GSE55764.

### Statistics

The results are presented as mean ± standard deviation (SD). Statistical significance was assessed by Student’s *t*-test. In addition, ANOVA was used to evaluate the differences in glucose levels among groups.

## Results

### Insulin Treatment Improved Islet Transplantation Outcomes

Heterozygous Akita mice confirmed by genotyping were used in this experiment (Figure S1A in File S1). The protocol and numbers of mice in each group are summarized in Figure 1A and B. When islets were transplanted under the kidney capsule of the recipient (Figure 1C; arrows indicate the catheter insertion site), they were distributed along the direction of catheter insertion (Figure 1C; arrowheads indicate the outer boundary of the transplanted islets).

**Figure 1:**
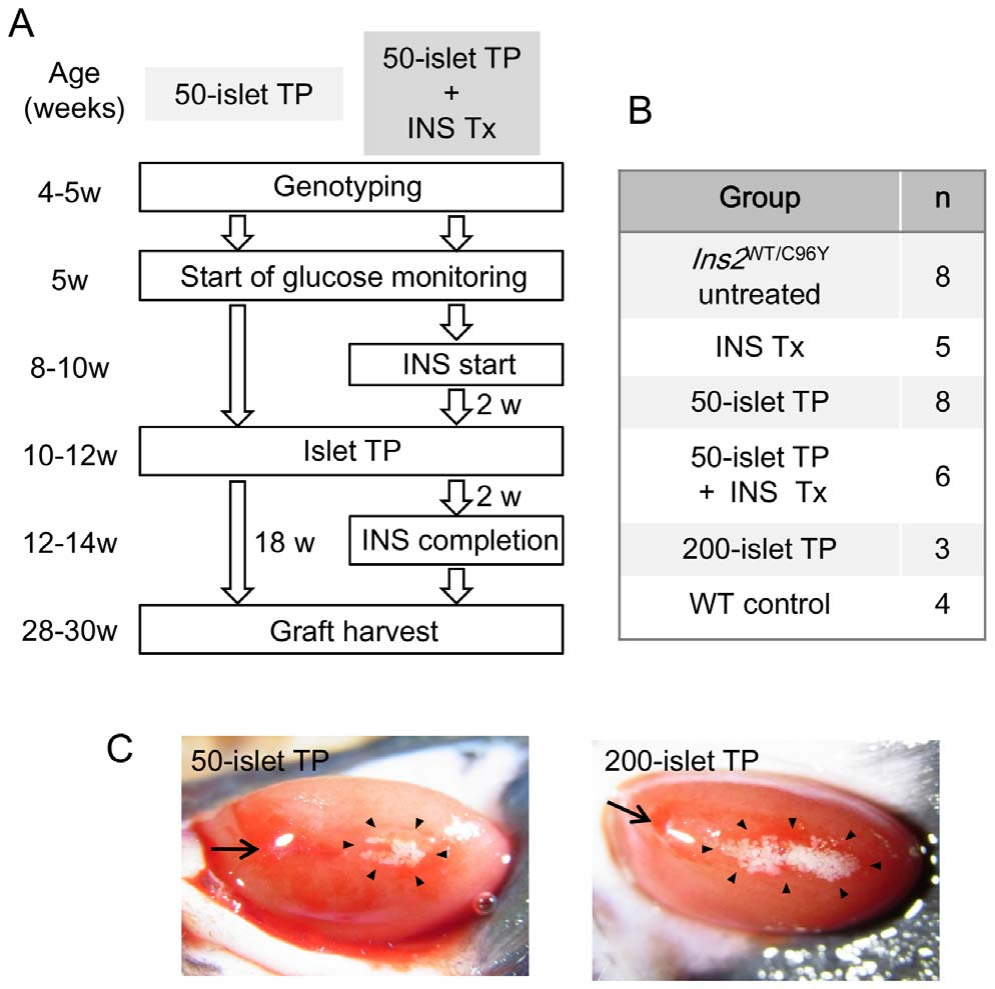
Groups and protocol. (A) Schematic drawing of the experiment for evaluating the effect of insulin treatment on islet transplantation. Heterozygous male Akita mice (*Ins2* ^WT/C96Y^) were used as recipients. Small insulin implants were used for insulin treatment. Glucose monitoring was started from 5 weeks of age. In mice transplanted with 50 islets without insulin treatment (50-islet TP), islet transplantation was performed at 10–12 weeks of age. In mice transplanted with 50 islets in combination with insulin treatment (50-islet TP+INS Tx), insulin implants were inserted when the mice reached 8–10 weeks of age. After 2 weeks, islet transplantation was performed (10–12 weeks of age). Implants were removed 2 weeks after islet transplantation (12–14 weeks of age). Glucose monitoring was continued until 18 weeks after islet transplantation (28–30 weeks of age). (B) Numbers of mice in each group. (C) Images of 50 (left) or 200 (right) islets transplanted under the left kidney capsule of Akita mice. Images were obtained immediately after transplantation. Arrows indicate catheter insertion sites, and arrowheads indicate the outer boundary of the transplanted islets.

First, we tested the effects of insulin treatment on Akita mice. All male heterozygous Akita mice that did not receive any treatment gradually developed hyperglycemia spontaneously, as reported previously [27]–[29], and had fasting blood glucose levels reaching approximately 700 mg/dL at ∼20 weeks of age (i.e., week 10 in Figure 2A). In contrast, the fasting blood glucose levels of control WT C57BL/6 mice remained stable at approximately 150 mg/dL. Insulin treatment in Akita mice via insulin implants effectively stabilized blood glucose levels for 4 weeks to levels that were even lower than those in the WT control mice. The recurrence of hyperglycemia was observed upon removal of the insulin implants in these mice (Figure 2A). There were significant differences in fasting blood glucose levels between the groups with and without insulin implants from weeks 2–14 (*p<0.05, ANOVA). There were no differences in the IPGTT (Figure S2A, S2B in File S1) and ITT (Figure S2D in File S1) results 1 week after insulin implant removal between the groups treated with and without insulin implants. The insulin implants contained insulin from different species, which induced the production of anti-insulin antibodies in the recipients and interfered with the measurement of serum insulin ELISA in mice. Therefore, we used immunodeficient *Rag1* ^−/−^ Akita mice to avoid this interference and examined GSIS. The *Rag1* gene was confirmed by genotyping (Figure S1B in File S1). There was no increase of endogenous insulin secretion 1 week after discontinuing insulin treatment (Figure S2C in File S1). These results collectively indicate that insulin treatment did not affect the glucose tolerance of the endogenous islets and that the subjects were not insulin resistant.

**Figure 2:**
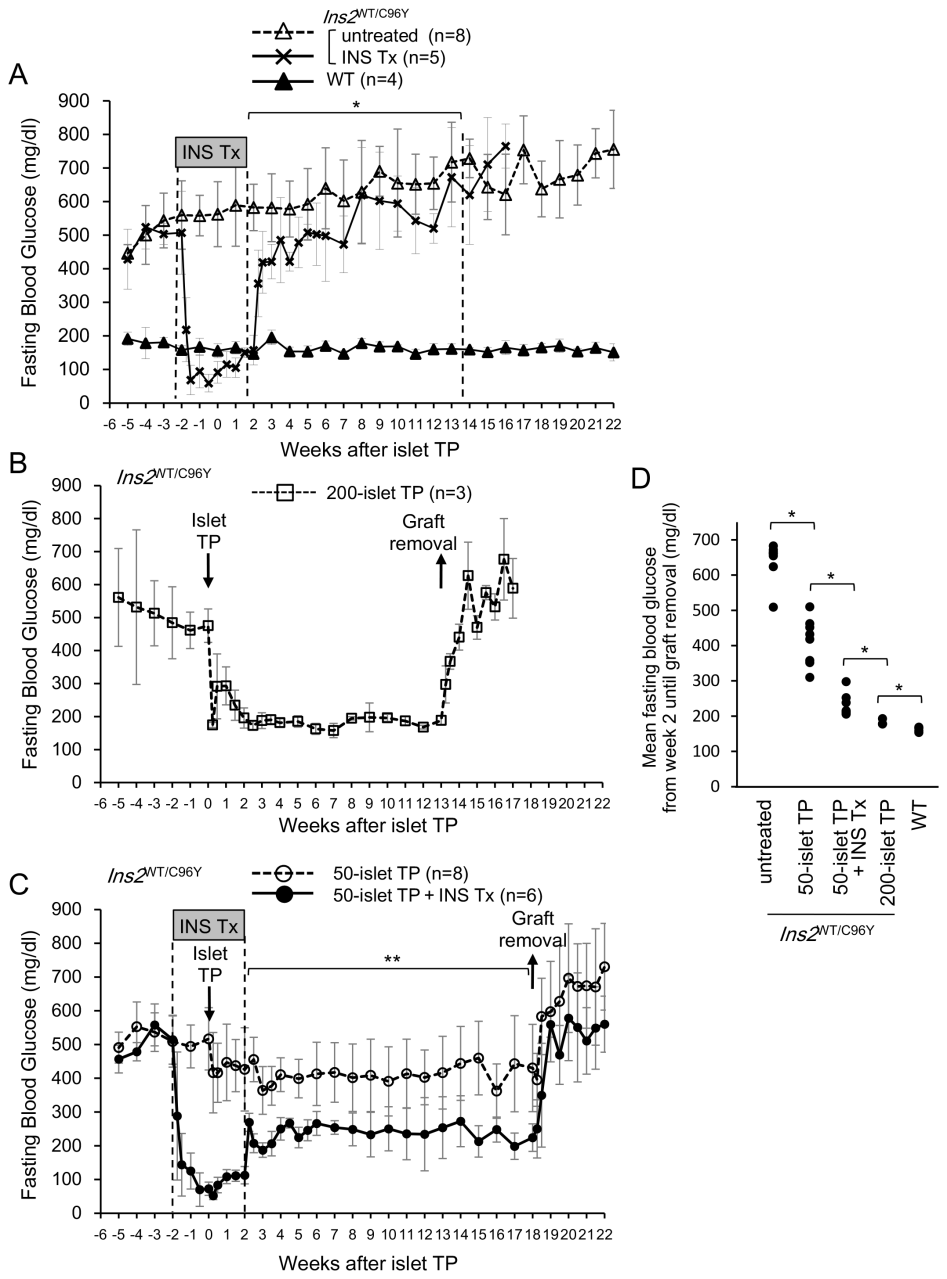
Insulin treatment improved islet transplantation outcomes. (A–C) Fasting blood glucose levels of Akita (*Ins2* ^WT/C96Y^, untreated) mice (broken line with open triangles), the INS Tx group (solid line with crosses), and C57BL/6 WT mice (solid line with closed triangles). (A) Insulin implants were inserted at week −2 and removed at week 2. There were significant differences between the INS-treated and INS-untreated groups from 2 to 14 weeks (*p<0.05, ANOVA). (B) Fasting blood glucose levels in the 200-islet TP group (broken line with open squares). Two hundred islets were transplanted at week 0, and removed at week 13. (C) Fasting blood glucose levels of the 50-islet group (broken line with open circles) and 50-islet TP+INS Tx group (solid line with closed circles). Insulin treatment significantly lowered the blood glucose levels (**p<0.01, ANOVA). (D) Average fasting blood glucose levels of individual mice in each group from the time of insulin implant removal (week 2) until graft removal. Each dot represents the mean values in 1 mouse. The 50-islet TP+INS Tx group had significantly lower average fasting blood glucose levels than the 50-islet TP group (*p<0.05, two-tailed unpaired Student’s *t-*test).

Next, we confirmed the effects of transplanting 200 islets, which is the optimal number of islets for reversing hyperglycemia, in the absence of insulin treatment. Transplanting 200 islets improved fasting blood glucose levels in all recipient mice, and normoglycemia was maintained from week 2 up to week 13 after transplantation. Upon graft removal, hyperglycemia recurred (Figure 2B).

We subsequently tested the hypothesis that insulin treatment improves the transplantation outcomes with a suboptimal number of islets. Mice that were transplanted with 50 islets alone exhibited average fasting blood glucose levels exceeding 300 mg/dL. In contrast, mice transplanted with 50 islets in combination with insulin treatment exhibited significantly improved fasting blood glucose levels. Even after discontinuing insulin treatment, fasting blood glucose levels in mice remained below 300 mg/dL until 18 weeks post-transplantation (Figure 2C). Only 1 mouse exhibited temporal hyperglycemia (>300 mg/dL) from weeks 9 to 15, but blood glucose levels remained <300 mg/dL thereafter. There were significant differences in fasting blood glucose levels between the groups treated with and without insulin implants from weeks 2 to 18 (*p<0.01, ANOVA). These data strongly suggest that insulin treatment improved islet transplantation outcomes. The mean fasting blood glucose level of each mouse from week 2 (corresponding to the time of insulin implant removal) until graft removal was determined. All mice transplanted with 50 islets in combination with insulin treatment exhibited significant improvements in the average blood glucose levels (<300 mg/dL) compared to those that did not receive insulin treatment (>300 mg/dL) (Figure 2D).

### Insulin Treatment Improved Glucose Tolerance after Islet Transplantation

The IPGTT was performed to evaluate glucose tolerance 9 weeks after islet transplantation. In the group that received 200 islets, the average blood glucose level at 120 minutes was similar to that seen in the WT control group. In the group that received 50 islets without insulin treatment, the average blood glucose level remained high and only decreased slightly 120 minutes after glucose challenge. However, in mice receiving both 50 islets and insulin treatment, the average blood glucose levels decreased significantly during the course of 120 minutes after glucose challenge, but were nevertheless higher than those of the WT control and 200-islet transplantation groups. The average blood glucose levels of the insulin-treated group (i.e., without islet transplantation) did not differ from those of the untreated group, again suggesting that insulin treatment alone did not affect glucose metabolism in the recipient mice (Figure 3A). The area under the curve (AUC) of the IPGTT results shows that glucose tolerance in mice transplanted with 50 islets in combination with insulin treatment improved significantly compared to mice that did not undergo insulin treatment (Figure 3B).

**Figure 3:**
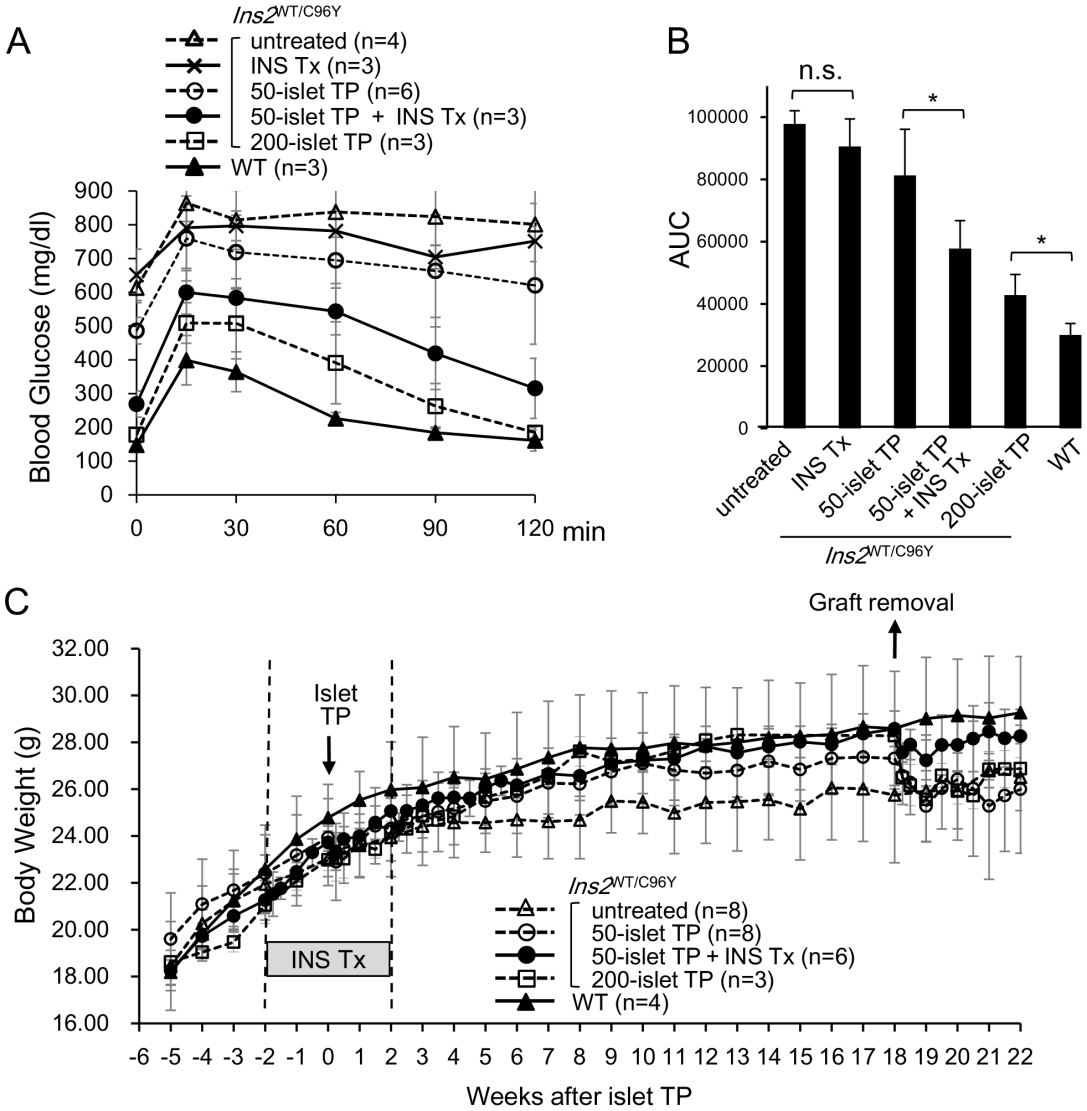
Glucose tolerance test of mice receiving 50-islet transplantation with insulin treatment showed improvment compared to those without insulin treatment. (A) An IPGTT was performed 9 weeks after transplantation. Blood glucose was measured 0, 30, 60, 90, and 120 min after glucose challenge. Blood glucose >900 mg/dL was recorded as “high” and plotted as 900 mg/dL. (B) Areas under the curve for each graph in (A). A significant difference was observed between mice that underwent 50-islet transplantation with and without insulin treatment (*p<0.05, two-tailed unpaired Student’s *t-*test). n. s., not significant. (C) Changes in the average body weight of each group.

Thereafter, we compared the average body weight between groups. Weight gain in the untreated group was low because of hyperglycemia. The average body weight of the WT group increased rapidly at first and continued to increase at a slower rate thereafter. After islet transplantation, weight gain in all transplantation groups improved significantly, and increased to a level similar to that observed in the WT group. However, body weight decreased after graft removal, concurrent with the recurrence of hyperglycemia (Figure 3C).

### Islet Apoptosis Increased in High-glucose Concentrations

Next, we examined the mechanism underlying graft loss in hyperglycemic conditions. As some of the mice reached blood glucose concentrations of approximately 900 mg/dL (Figure 2A), we compared the effects of glucose by culturing the islets in low-glucose (100 mg/dL) and high-glucose (900 mg/dL) media for 24 hours. Islets cultured in low-glucose medium maintained their shape and color (Figure 4A, Left). However, necrosis was observed in the center of some islets, particularly the large islets, cultured in the high-glucose medium. Small islets were translucent and formed aggregates with each other (Figure 4A, right).

**Figure 4:**
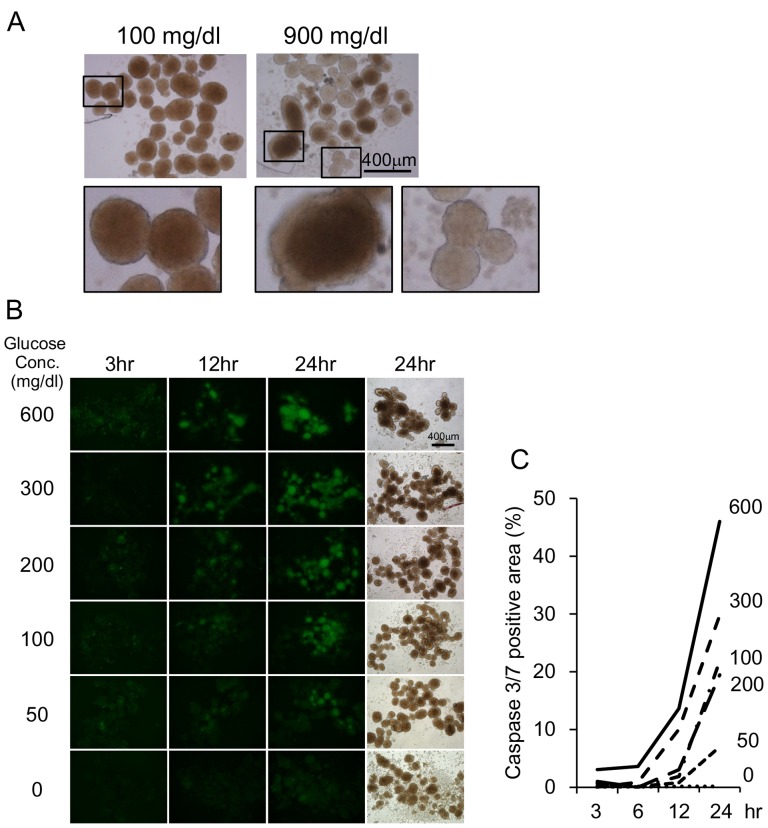
Islet apoptosis increased with increasing glucose concentration. (A) Islets were cultured in low-glucose (100 mg/dL, left) and high-glucose (900 mg/dL, right) media for 24 hours. Lower panels show high-magnification images. (B) The caspase-3/7–positive area increased after a 24-hour exposure to various glucose concentrations from 0 to 600 mg/dL. (C) Quantitative analysis of Figure 5B: media with glucose concentrations of 0 mg/dL (dotted line), 50 mg/dL (small broken line), 100 mg/dL (dot-broken line), 200 mg/dL (large broken line), 300 mg/dL (middle broken line), and 600 mg/dL (solid line) were used.

We subsequently determined whether apoptosis is involved in the morphological changes of islets under high-glucose conditions. Islets were cultured in media with various glucose concentrations. The caspase-3/7–positive area increased over time with increasing glucose concentrations. In contrast, the islets cultured in low-glucose conditions (i.e., 0 or 50 mg/dL) exhibited smaller apoptotic areas (Figure 4B, 4C).

### Graft Survival Improved as a Result of Insulin Treatment

Next, we investigated the grafts during the acute and chronic phases. In the 50-islet transplantation group (Figure 5A; immediately after transplantation under the kidney capsule), most islets disappeared on day 1 (Figure 5B) and it was almost impossible to identify the graft 18 weeks post-transplantation (Figure 5C). However, when 50-islet transplantation was combined with insulin treatment (Figure 5D, immediately after transplantation under the kidney capsule), approximately half of the transplanted islets remained detectable on day 1 (Figure 5E); at week 18, the grafts remained and appeared to form aggregates with each other (Figure 5F).

**Figure 5:**
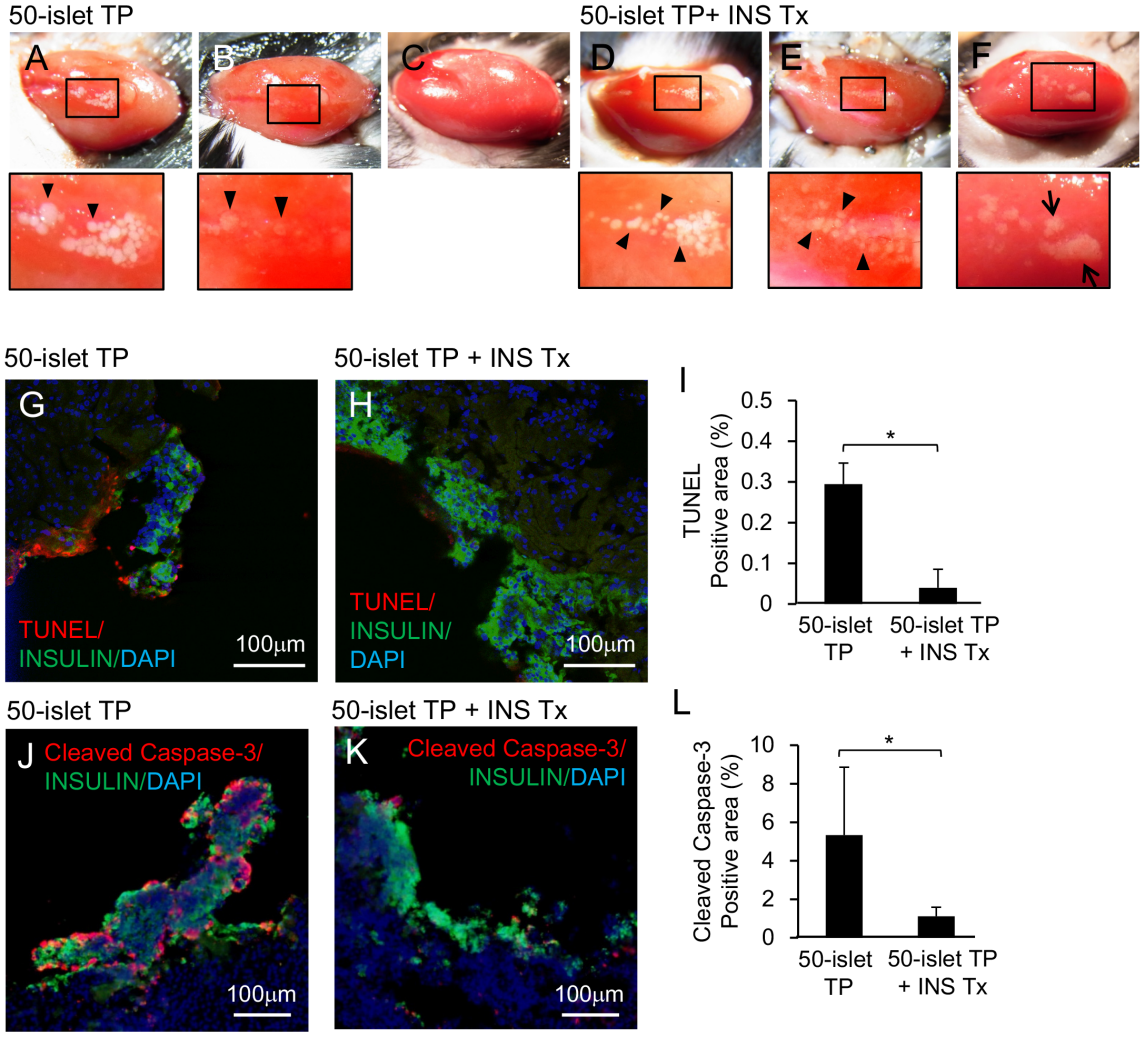
Graft survival improved as a result of insulin treatment. Kidneys from mice in the 50-islet TP group at (A) the time of transplantation, (B) day 1, and (C) week 18. (A) and (B) are from the same mouse. Kidneys from mice in the 50-islet TP+INS Tx group at (D) the time of transplantation, (E) day 1, and (F) week 18. (D) and (E) are from the same mouse. Lower panels show high-magnification images. Arrowheads indicate each islet, and arrows show aggregated islets. (G–L) Grafts were removed 6 hours post-transplantation and analyzed by TUNEL assay (G–I) or stained with anti-cleaved caspase-3 (J–L). Grafts of the 50-islet TP and 50-islet TP+INS Tx groups were compared (*p<0.05, two-tailed unpaired Student’s *t-*test). (I, L) Proportions of the number of positive cells to total cells in the grafts. DAPI (blue), insulin (green), and TUNEL or anti-cleaved caspase-3 (red).

The graft area on day 1 was smaller in the mice that received 50 islets without insulin treatment than those with insulin treatment. Next, the proportions of cells expressing cleaved caspase-3 and TUNEL-positive cells were determined 6 hours post-transplantation. The proportions of cells positive for both apoptosis markers were higher in the group without insulin treatment (Figure 5G–L). Thus, these results suggest that insulin treatment improved graft survival.

To study the molecular mechanism underlying the improved islet survival, expression profile analyses was performed to analyze the differences between the grafts transplanted into hyperglycemic and normoglycemic mice at 6 hours post-transplantation. 

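The arrays compared 2 islet graft samples. Islets of WT C57BL/6 donors, 50 per recipient, had been placed under the kidney capsule of normoglycemic WT recipients or of hyperglycemic recipients heterozygous for the Akita mutation of Ins2, and total RNA of each graft sample was hybridized to 1 GeneChip array. Both samples gave high signals for islet genes. Ins2, which encodes insulin, had a signal of 68738 in the graft from the normoglycemic mouse and 88302 in the graft from the hyperglycemic mouse, and Iapp, which encodes islet amyloid polypeptide, had signals of 47116 and 74018. Of 16 measured beta cell genes, 15 differed by no more than 2-fold between the grafts. Both samples also gave high signals for genes of the kidney. Kap, a gene of the proximal tubule, had signals of 89517 and 128500, and all 18 measured proximal tubule genes differed by no more than 2-fold. Of 14 measured genes of other nephron segments, 13 were lower in the graft from the hyperglycemic mouse (median log2 ratio of hyperglycemic over normoglycemic, -0.58), such as Slc12a1, a salt transporter of the thick ascending limb, at 1103 against 3035. All 13 measured endothelial genes were lower (median log2 ratio -0.65), such as Kdr, a receptor of vascular endothelial growth factor, at 274 against 487.

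The authors deposited MAS5 signals on a linear scale for 45101 probe sets, 64 of them controls. The settings and version of MAS5 are not given in the sources used here. The mean signal without the lowest and highest 2% of probe sets was 495 on the array of the normoglycemic mouse and 494 on the other. Such near-equal means may come from scaling within MAS5 and do not show that the arrays were comparable. The values were compared without further scaling, as the ratio of the signal in the graft from the hyperglycemic mouse to that in the graft from the normoglycemic mouse. For a gene with several probe sets, the probe set with the highest mean log2 signal was taken. No detection calls were used, and a signal was therefore regarded as low when it was below the median of its array, 82.9 for the normoglycemic and 91.5 for the hyperglycemic mouse, a floor chosen here. A gene was regarded as measured when at least 1 of its 2 signals reached this floor. For a named gene with only the lower signal below it, both signals were raised to the floor and the fold is given as a bound. No fold is given for a gene with both signals below the floor, except where a ratio is set beside the one printed in the paper. Counts of genes over 2-fold or 5-fold and group medians use the signals as deposited, and where raising low signals to the floor changes a count, that count follows.

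The ratio of the 3' to the 5' control probe set, a sign of RNA quality, was 3.54 and 3.99 for Actb and 1.30 and 1.76 for Gapdh on the arrays of the normoglycemic and the hyperglycemic mouse. The 18 hybridization control probe sets were a median of 1.91-fold brighter on the array of the hyperglycemic mouse, and the 24 poly-A control probe sets 1.25-fold. The near-equal mean signals thus did not extend to these controls, and the cause was not tested. Pairs of probe sets for the same gene showed how far ratios scatter with signal. Where the lower mean signal of the pair was 1 to 16, 1 SD of the ratio was 3.99-fold, and at 256 to 1024 it was 1.26-fold, a technical spread within the arrays that is not a replicate error. There was 1 array per condition and no replicate, so no difference could be tested. The paper's text does not say whether a sample held the graft of 1 mouse, as its label reads, or of several. The recipients also differed in genotype, WT against heterozygous Akita, and neither array was of an insulin-treated Akita recipient. Effects of blood glucose therefore cannot be separated from those of genotype.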

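Chemokine and macrophage genes were higher in the graft from the hyperglycemic mouse. Of 29 measured chemokines, 19 were over 2-fold higher, 10 of them over 5-fold, and 0 were over 2-fold lower (15 and 8 with the floor; median 2.33-fold higher, a log2 ratio of 1.22, or 1.03 with the floor). Cxcl13, which attracts B cells, had a signal of 15411 against 206 in the graft from the normoglycemic mouse (74.95-fold) on the brighter of its probe sets, and 84.1-fold on the other. Ccl24, which attracts eosinophils, had a signal of 4113 against 166 (24.8-fold), and Ccl2, which attracts monocytes, 1522 against 217 (7.01-fold). Cxcl1 and Cxcl2, which attract neutrophils, were 2.32-fold and 4.31-fold higher. Of 11 measured receptors of chemokines and other attractants, 7 were over 2-fold higher and 4 over 5-fold (3 with the floor). Ccr1, a receptor of several of these chemokines, had a signal of 2799 against 290.

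Of 22 measured genes of macrophages and monocytes, 20 were over 2-fold higher, 13 of them over 5-fold, and 0 were over 2-fold lower (median 6.08-fold higher). Lyz2, which encodes lysozyme, had a signal of 55987 against 5539 (10.1-fold), Fcgr3, an Fc receptor, 3878 against 238 (16.3-fold), and Cd14, a receptor component for lipopolysaccharide, 10468 against 1624 (6.45-fold). Of 16 genes known from macrophages of the peritoneal cavity, listed after their values were seen, all 16 were over 2-fold higher (median 8.71-fold), and 8 measured mast cell genes were a median of 6.53-fold higher, or 1.14 on the log2 scale with low signals raised to the floor, with 6 of the 8 reaching the floor only in the hyperglycemic mouse. Of 10 measured neutrophil genes, 7 were over 2-fold higher (6 with the floor), such as S100a9, a calcium-binding protein of neutrophils, at 10930 against 2536. Of 10 measured B cell genes, 7 were over 2-fold higher and 1 over 2-fold lower, but 4 and 0 with the floor, which took the median log2 ratio from 1.54 to 0.69. Ms4a1, which encodes the B cell antigen CD20, was at least 5.25-fold higher (435 against 63.3). Of 18 T and NK cell genes on the array, 5 were measured, and 2 of these were over 2-fold higher (1 with the floor).

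Of 17 measured complement genes, 8 were over 2-fold higher, 6 of them over 5-fold, and 1 was over 2-fold lower (6, 5 and 0 with the floor). C1qa, C1qb and C1qc, the subunits of C1q, were 6.53-fold, 8.19-fold and 7.40-fold higher, whereas Cfb, complement factor B, had a signal of 3994 against 6286. Of 7 measured genes of MHC class II, 3 were over 2-fold higher, such as H2-Aa at 7665 against 3503. The medians of the chemokine, receptor, macrophage, neutrophil, B cell, complement and MHC class II lists were above the middle 95% of 10000 random lists matched on signal, which describes these 2 arrays only. The lists are not independent, since 5 complement, 7 chemokine, 4 receptor, 5 macrophage and 3 neutrophil genes were also in another list. C1qb, for example, was in both the macrophage and the complement list, and C3ar1 in both the receptor and the complement list. The study's own tables hold 10 of 29 chemokines, 4 of 11 receptors, 4 of 22 macrophage genes and 7 of 17 complement genes. These were chosen on these arrays and are therefore not independent evidence of direction. Outside them the median log2 ratios were 0.92, 0.68, 2.27 and -0.07, in the same order. The receptors (96.9th percentile) and complement (47.9th) were then within the middle 95% of random lists. Leaving out genes chosen for high ratios lowers a median by construction. For these 2 lists the comparison therefore cannot decide whether they were higher. With signals raised to the 75th percentile of each array, the median log2 ratio of the chemokines, of the receptors and of the B cell genes was 0.0, and the complement list was within the middle 95% of random lists under 6 of 13 alternatives, such as quantile normalization.

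**Figure D1:**
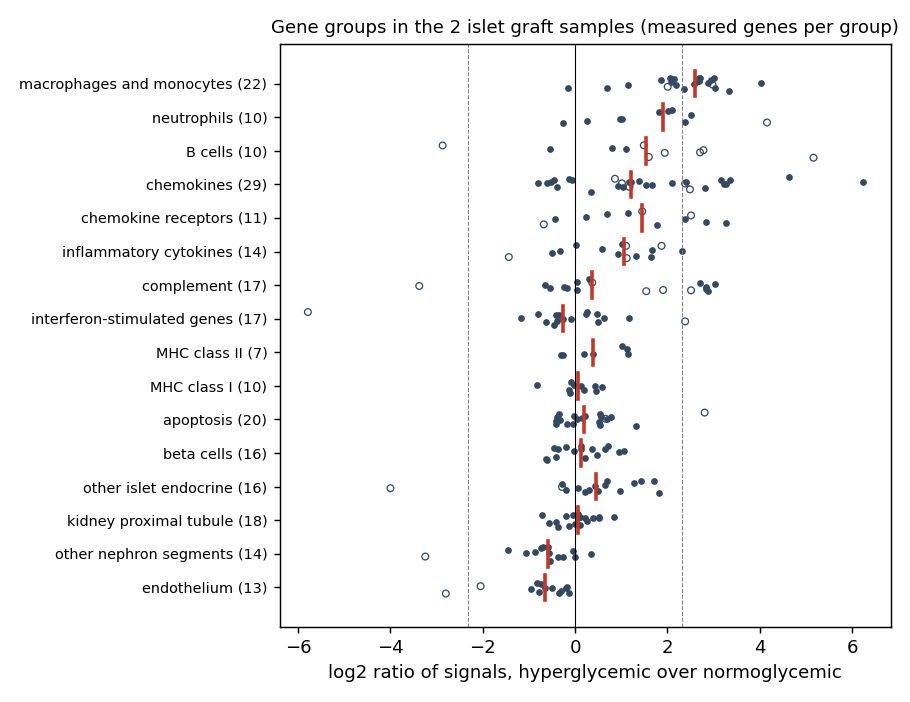
Log2 ratio of the signal in the graft from the hyperglycemic mouse over that in the graft from the normoglycemic mouse, 1 point per measured gene, for 16 of the 34 gene groups. Filled points have both signals at or above the array medians, open points only 1, red bars are group medians and dashed lines mark 5-fold. The medians of macrophages (2.60) and chemokines (1.22) lie to the right of 0, those of other nephron segments (-0.58) and endothelium (-0.65) to the left.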

Genes with gene ontology (GO) terms classified as “immune response”, “chemotaxis,” and “inflammatory response” were significantly upregulated in grafts transplanted into hyperglycemic mice (Tables 1–4). These results suggest that hyperglycemia increased the inflammatory cytokine levels and immune responses *in vivo*.

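Of 25 inflammatory cytokines and related mediators, 14 were measured, and 8 of these were over 2-fold higher in the graft from the hyperglycemic mouse, 0 over 5-fold higher and 1 over 2-fold lower (7, 0 and 0 with the floor). Il6, a cytokine of the acute phase, had a signal of 2472 against 498 (4.96-fold). Osm, a cytokine of the same family, and Ptgs2, an enzyme of prostaglandin synthesis, were 3.14-fold and 3.17-fold higher, and Il1b had a signal of 1080 against 568 (1.90-fold). Csf3, a growth factor of neutrophils, was at least 2.04-fold higher. Il33 had a signal of 415 against 585. Tnf and Ifng, named after their values were seen, were below the floor in both grafts, with signals of 68.7 and 5.58 in the hyperglycemic and 22.2 and 7.70 in the normoglycemic mouse. Of 17 measured interferon-stimulated genes, 2 were over 2-fold higher and 2 over 2-fold lower (1 and 1 with the floor), and Rsad2, an antiviral gene, had a signal of 2463 against 2084. All 10 measured genes of MHC class I and its antigen processing differed by no more than 2-fold.

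Tables 2–4 hold 67 distinct entries for 64 genes, of which 63 could be paired with a probe set of the gene. In 61 of these, a probe set of the gene had a ratio within 0.01 of the printed one, and 62 were over 5-fold higher. The paired probe set was not always that one, since entries were paired in the order of ratios. The lower C3ar1 entry was paired at 7.17 (printed 6.83) and Fasl at 6.35 (5.84). For the lower Thbs1 entry, paired at 5.93 (5.43), and for Ccr9, no probe set had a ratio within 0.01 of the printed one. The signals counted here are those of the paired probe sets. Both signals reached the floor in 25 entries, such as Olr1, a receptor of oxidized lipoprotein, at 4201 against 212 (19.8-fold), and Clec4e, a receptor of macrophages, at 2761 against 161 (17.1-fold). Only the signal of the hyperglycemic mouse reached it in 22 entries. Cd79b, a part of the B cell receptor, had a signal of 370 against 10.3, at least 4.46-fold, and Gal, which encodes galanin, 98.8 against 2.03, at least 1.19-fold. Both signals were below the floor in 16 entries, among them Il12a with 52.4 and 3.28, Il17d with 53.9 and 2.91, Il1a with 83.4 and 12.3 and Mbl2, mannose-binding lectin, with 80.8 and 2.63. With signals raised to the floor, 28 of the 63 entries were over 5-fold higher. Over all 45037 probe sets other than controls, 3251 were over 5-fold higher and 2668 over 5-fold lower, and among the 19958 with both signals at or above the array medians, 98 were higher and 5 lower. The P-values of Table 1 were not recomputed here. From the genes and GO terms of these tables, the paper proposes that hyperglycemia raised inflammatory cytokines and immune responses in the grafted mice.

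**Figure D2:**
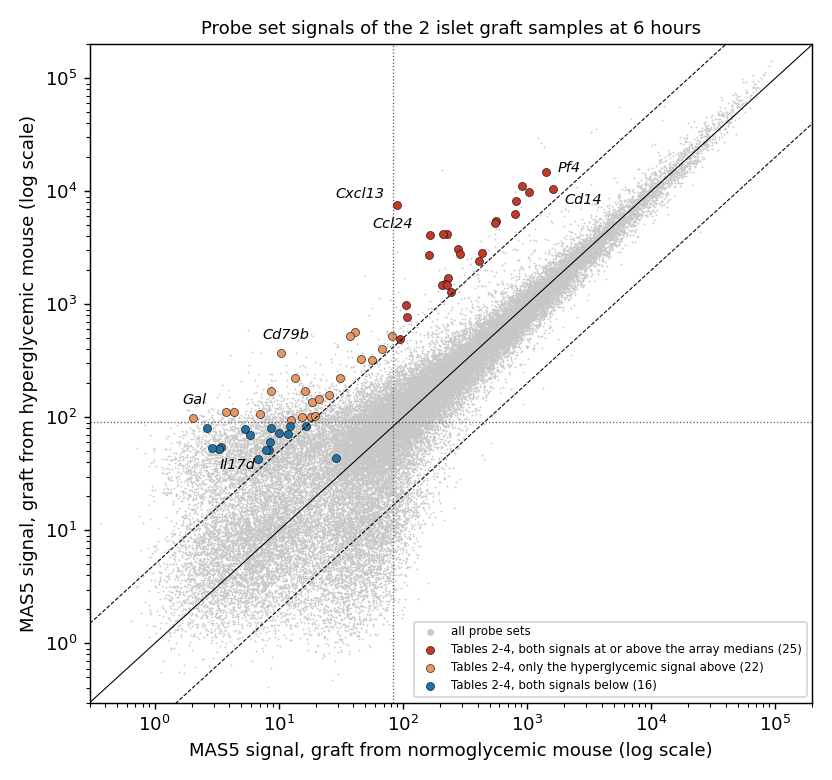
Signal of each probe set in the graft from the normoglycemic mouse (x axis, log scale) and in the graft from the hyperglycemic mouse (y axis, log scale), with the 63 paired entries of Tables 2–4 in color. The solid line marks equal signals, dashed lines 5-fold differences and dotted lines the array medians. Of the entries, 25 lie above both medians, 22 above that of the hyperglycemic mouse only and 16 below both.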

**Table 1:** GO term analysis of genes upregulated >5-fold in hyperglycemic Akita mice compared to normoglycemic mice.

Gene Ontology Biological Process	P-value
Immune response	5.04E-09
Chemotaxis	1.32E-06
Inflammatory response	3.86E-06
Complement activation, classical pathway	1.88E-05
Cell adhesion	1.67E-04
Female pregnancy	1.17E-03
G-protein coupled receptor protein signaling pathway	1.49E-03
Innate immune response	1.61E-03
Integrin-mediated signaling pathway	6.75E-03
Cell proliferation	1.01E-02
Signal transduction	1.51E-02

**Table 2:** Upregulated genes (>5-fold) classified as ‘immune response genes’.

Gene Title	Gene Symbol	High/Normal
chemokine (C-X-C motif) ligand 13	Cxcl13	84.14
chemokine (C-C motif) ligand 24	Ccl24	24.85
chemokine (C-C motif) ligand 9	Ccl9	18.61
complement component 3a receptor 1	C3ar1	13.99
platelet factor 4	Pf4	10.29
chemokine (C-C motif) ligand 6	Ccl6	9.82
chemokine (C-C motif) ligand 7	Ccl7	9.28
chemokine (C-C motif) ligand 2	Ccl2	7.01
interleukin 16	Il16	6.87
complement component 3a receptor 1	C3ar1	6.83
kit oncogene	Kit	6.27
complement component 5a receptor 1	C5ar1	5.70
chemokine (C-C motif) ligand 12	Ccl12	5.61
Chemokine (C-C motif) receptor 9	Ccr9	5.35
chemokine (C-X-C motif) ligand 3	Cxcl3	5.28
formyl peptide receptor 2	Fpr2	5.24
chemokine (C-X-C motif) ligand 11	Cxcl11	5.22

**Table 3:** Upregulated genes (>5-fold) classified as ‘chemotaxis genes’.

Gene Title	Gene Symbol	High/Normal
chemokine (C-X-C motif) ligand 13	Cxcl13	84.14
galanin	Gal	48.58
chemokine (C-C motif) ligand 24	Ccl24	24.85
oxidized low density lipoprotein (lectin-like) receptor 1	Olr1	19.78
interleukin 17D	Il17d	18.52
CD44 antigen	Cd44	15.98
sphingosine-1-phosphate receptor 3	S1pr3	15.17
CD163 antigen	Cd163	14.65
selectin, platelet	Selp	13.98
histamine receptor H4	Hrh4	11.96
chemokine (C-C motif) receptor 1	Ccr1	9.64
thrombospondin 1	Thbs1	9.47
chemokine (C-C motif) ligand 7	Ccl7	9.28
C-type lectin domain family 7, member a	Clec7a	7.79
urocortin	Ucn	7.15
chemokine (C-C motif) ligand 2	Ccl2	7.01
interleukin 1 alpha	Il1a	6.77
lymphocyte antigen 86	Ly86	6.54
CD14 antigen	Cd14	6.45
toll-like receptor 13	Tlr13	6.38
thrombospondin 1	LOC640441///Thbs1	5.93
neutrophil cytosolic factor 1	Ncf1	5.85
chemokine (C-C motif) ligand 12	Ccl12	5.61
complement component 4B (Childo blood group)	C4b	5.45
chemokine (C-X-C motif) ligand 3	Cxcl3	5.28
chemokine (C-X-C motif) ligand 11	Cxcl11	5.22
chitinase 3-like 3///chitinase 3-like 4	Chi3l3///Chi3l4	5.07

**Table 4:** Upregulated genes (>5-fold) classified as ‘inflammatory response genes’.

Gene Title	Gene Symbol	High/Normal
chemokine (C-X-C motif) ligand 13	Cxcl13	84.14
CD79B antigen	Cd79b	35.78
mannose-binding lectin (protein C) 2	Mbl2	30.72
tumor necrosis factor receptor superfamily, member 13b	Tnfrsf13b	29.84
histocompatibility 2, blastocyst	H2-Bl	25.66
chemokine (C-C motif) ligand 24	Ccl24	24.85
CD55 antigen	Cd55	19.84
oxidized low density lipoprotein (lectin-like) receptor 1	Olr1	19.78
chemokine (C-C motif) ligand 9	Ccl9	18.61
C-type lectin domain family 4, member e	Clec4e	17.11
histocompatibility 2, class II, locus Mb2	H2-DMb2	16.52
interleukin 12a	Il12a	15.99
retinoic acid early transcript 1, alpha	Raet1a	14.72
proteoglycan 4 (megakaryocyte stimulating factor, articular superficial zone protein)	Prg4	12.19
complement component 1, q subcomponent, beta polypeptide	C1qb	11.22
interleukin 1 family, member 10	Il1f10	10.43
platelet factor 4	Pf4	10.29
C-type lectin domain family 4, member d	Clec4d	10.21
chemokine (C-C motif) ligand 6	Ccl6	9.82
chemokine (C-C motif) ligand 9	Ccl9	9.60
thrombospondin 1	Thbs1	9.47
chemokine (C-C motif) ligand 7	Ccl7	9.28
tumor necrosis factor (ligand) superfamily, member 14	Tnfsf14	9.15
C-type lectin domain family 7, member a	Clec7a	7.79
histocompatibility 2, M region locus 10.1	H2-M10.1	7.62
CD1d1 antigen	Cd1d1	7.41
complement component 1, q subcomponent, C chain	C1qc	7.40
Wiskott-Aldrich syndrome homolog (human)	Was	7.24
2′-5′ oligoadenylate synthetase 1E	Oas1e	7.19
linker for activation of T cells family, member 2	Lat2	7.19
complement factor properdin	Cfp	7.13
chemokine (C-C motif) ligand 2	Ccl2	7.01
interleukin 1 alpha	Il1a	6.77
lymphocyte antigen 86	Ly86	6.54
complement component 1, q subcomponent, alpha polypeptide	C1qa	6.53
tumor necrosis factor receptor superfamily, member 13c	Tnfrsf13c	6.52
zeta-chain (TCR) associated protein kinase	Zap70	6.48
CD14 antigen	Cd14	6.45
toll-like receptor 13	Tlr13	6.38
tumor necrosis factor (ligand) superfamily, member 9	Tnfsf9	6.16
histocompatibility 2, O region alpha locus	H2-Oa	6.10
Fas ligand (TNF superfamily, member 6)	Fasl	5.84
chemokine (C-C motif) ligand 12	Ccl12	5.61
complement component 4B (Childo blood group)	C4b	5.45
thrombospondin 1	Thbs1	5.43
chemokine (C-X-C motif) ligand 3	Cxcl3	5.28
chemokine (C-X-C motif) ligand 11	Cxcl11	5.22
complement receptor 2	Cr2	5.13

## Discussion

The results show that insulin treatment improved the islet transplantation outcomes. Significant improvements in blood glucose levels and glucose tolerance were observed by transplanting 50 islets, which is a suboptimal amount, combined with insulin treatment. Furthermore, insulin treatment increased graft survival in the most acute phase as well as the chronic phase. In *in vitro* islet cultures and *in vivo* grafts, islet apoptosis increased with increasing glucose concentration. Moreover, expression profile analyses suggested that hyperglycemic mice had disadvantages in terms of triggering more extensive inflammation and immune responses.

As streptozotocin (STZ, an *N*-nitroso derivative of glucosamine) administration damages β cells and induces hyperglycemia, it is widely used in experimental animal models of type 1 diabetes. The severe loss of β cells in mice treated with high doses of STZ can be lethal [30]. At low doses of STZ, β-cell loss is recovered by spontaneous β-cell regeneration and the hyperglycemia then improves [31]–[35]. The narrow dosage range for STZ to maintain hyperglycemia is a disadvantage for this model. The effects of insulin treatment in islet transplantation in studies using STZ diabetes models are inconsistent. Some reports show that insulin treatment improves the outcome of islet transplantation [36]–[39], β-cell survival [38], [39], and the glucose responsiveness of grafts [37]. However, others report that the beneficial effect of insulin treatment is lost within 4 weeks after treatment [40] and that rats with long-term (i.e., 6 months) diabetes, transplanted with islets in combination with insulin treatment, exhibit impaired glucose induced insulin secretion, thus indicating that insulin treatment has no beneficial effects [41]. Previous studies show that even with insulin treatment during islet transplantation, initial β-cell death is observed and β-cell masses are similar between islets transplanted into normoglycemic and hyperglycemic recipients. Thus, it was concluded that insulin treatment does not improve the initial preservation of transplanted β-cell mass in the initial days after transplantation [38], [39].

Accordingly, we hypothesized that the inconsistent results regarding insulin treatment are attributable to the instability of the STZ diabetes models. To overcome this, we used Akita mice, which are a non-obese, insulin-deficient diabetes model with no insulin resistance. The missense mutation (Cys^96^Tyr) in the *Ins 2* gene on chromosome 7 leads to pancreatic β-cell apoptosis [24]. Homozygous Akita mice exhibit sufficient levels of hyperglycemia and failure to thrive, and die within 3 months. Heterozygous Akita mice are reported to develop diabetes before 10 weeks of age. Diabetes symptoms progress in males, whereas females exhibit only mild symptoms. On histological examination, the pancreas of diabetic mice is extremely atrophic and largely devoid of granulated β cells in the absence of autoimmune insulitis. Therefore, Akita mice are excellent model subjects for islet transplantation studies [29]. We confirmed that heterozygous male Akita mice consistently exhibited hyperglycemia starting from 5 weeks of age (corresponding to week −5 in Figure 2A).

The present study used insulin implants that provide sustained insulin release and achieve more stable blood glucose levels as compared to daily insulin injections. The results show that in the absence of insulin treatment, the transplantation of 50 islets was insufficient and that 200 islets could achieve normoglycemia. This finding is concordant with a previous study on STZ-diabetic C57BL/6 mice [36].

There are several possible mechanisms underlying graft loss in hyperglycemic conditions. During isolation and following transplantation, islets experience ischemia due to the loss of oxygen supply from blood vessels [42], [43]. Furthermore, hyperglycemia is reported to increase oxygen consumption [44], [45]. Therefore, hyperglycemia exacerbates hypoxia and may cause both necrosis and apoptosis. Moreover, a normalized blood glucose level may suppress oxygen consumption. A caspase inhibitor is reported to improve graft survival after islet transplantation in mice [2], [10], supporting our hypothesis that apoptosis is involved in graft loss. The present study shows that islet apoptosis increased with increasing glucose concentration *in vitro*. Although apoptosis also occurred to some extent even at normal blood glucose levels, the results show that lower glucose concentrations triggered lower levels of apoptosis. In addition, the use of insulin implants maintained the blood glucose levels of Akita mice at a lower level than the WT mice, which might have positively affected graft survivals. Moreover, the expression profile analysis of grafts revealed that genes related to immune response, chemotaxis, and inflammatory response were specifically upregulated when islets were transplanted into mice with hyperglycemia, but not observed when transplanted into mice with normoglycemia. 

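In the graft from the normoglycemic mouse, the signals of the genes in Tables 2–4 ranged from low to high. Of the 63 paired entries, 25 had a signal at or above the median of that array and 10 at or above its 75th percentile. A signal under 10 was found in 16 entries. Entries were paired with the highest ratios of a gene, which favours low signals in the normoglycemic mouse. Cd44, S1pr3 and Zap70, under 10 on the paired probe set, had signals of 910, 348 and 543 there on their brightest probe set. Cd55 and Fasl, also under 10 as paired, had 74.3 and 8.68, below the median. Pf4, which encodes platelet factor 4, had a signal of 1433 in the normoglycemic mouse, the 88.9th percentile of all probe sets, and 14749 in the hyperglycemic mouse. Ccl9, a chemokine of myeloid cells, had a signal of 1031 on its brighter probe set, the 85.8th percentile, and Prg4, which encodes a lubricating proteoglycan, 910, the 84.5th percentile. Clec4d and Clec7a, lectin receptors of myeloid cells, had signals of 811 and 806 against 8281 and 6275 in the hyperglycemic mouse. The median entry lay at the 29.4th percentile of the array of the normoglycemic mouse and at the 72.0th percentile of the array of the hyperglycemic mouse.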

Inflammatory cytokine concentrations increased as a result of hyperglycemia in humans [46]. Furthermore, it was reported that β cells themselves produce cytokines that recruit proinflammatory monocytes/macrophages to the islets [47] or lead to IBMIR [48]. Compared to islets *in vitro*, islets transplanted *in vivo* appear to be damaged to a greater extent, resulting in a significant reduction in islet numbers. The present results suggest that islets transplanted *in vivo* are exposed to both inflammatory and immune responses, and that lowering of the blood glucose levels might suppress inflammatory reactions and protect against cell death.

Recent advances enable the induction of stem cells, such as ES and iPS cells, to differentiate into insulin-producing cells, which may serve as an alternative cell source for cell transplantation therapy in diabetes. However, there is a lack of improvement in graft survival rate as well as the maturity of ES/iPS cell-derived β cells. Thus, the protocol reported herein has implications for future studies of diabetes treatments including those using stem cells.

In conclusion, insulin treatment positively affects the outcome of islet transplantation in Akita mice, without influence the endogenous islets. Insulin treatment protects engrafted islets from the initial rapid loss after transplantation. Islet apoptosis increases with increasing glucose concentrations both *in vitro* and *in vivo*. The protective effect of normoglycemia in *in vivo* conditions can be explained by decreased inflammatory and immune responses.

## Supporting Information

File S1 **File S1 includes the following: Figure S1. Genotyping of Akita mice.** (A) PCR analysis of the *Ins 2* gene. The PCR product of the WT gene was evident at 140 bp, whereas the mutant gene was observed at 280 bp. (B) PCR analysis of the *Rag1* gene. The PCR product of the WT gene was evident at 474 bp, whereas that of the mutant gene was observed at 530 bp. **Figure S2. Endogenous islet function was unaffected by insulin treatment.** Insulin-treated AKITA mice 1 week after the removal of the insulin implant underwent the IPGTT (A, B), GSIS analysis (C), and ITT (D) to test their glucose and insulin tolerance in comparison to the untreated AKITA mice and WT controls, respectively. (A, B) After discontinuing insulin treatment, AKITA mice were glucose intolerant, similar to the untreated mice (A), also revealed by the AUC shown in (B). (C) The insulin implants contained insulin from different species, which induces anti-insulin antibodies, thus interfering with insulin measurements. Therefore, immunodeficient *Rag1*−/− Akita mice were used to avoid interference. No increase in endogenous blood insulin levels were detected in the Akita mice after insulin treatment was discontinued. (D) The relative rates of glucose decrease as a result of insulin treatment from each basic glucose level. n. s., not significant; **p<0.01, two-tailed unpaired Students’ *t*-test.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

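RNA of 1 islet graft sample from a normoglycemic WT recipient and 1 from a hyperglycemic Akita recipient, both taken at 6 hours, was measured on 1 MOE430 2.0 array each, and the number of mice behind each sample is not given in the sources used here. The authors deposited 1 table of signal intensities made with MAS5, on a linear scale, and the submitters' processing notes give no version. The paper's methods name the Subio Platform for the expression analysis and no settings. The 2 columns of the table were matched to the conditions through the labels of the samples. The number of arrays, 1 per condition, limits the precision, and no test, p-value or SD between samples could be had.

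Probe sets were named through the platform annotation. Of 45101 probe sets, 34958 carried 1 gene symbol, 932 several and 9211 none, and only those with 1 symbol were named. By their gene identifiers, 34754 were found in the RefSeq genes of GRCm38.p6, and 0 symbols needed updating. The table names no genome build, so no coordinates are given. These probe sets represented 18193 genes, and 12538 genes were measured. The ratio of the 2 signals was computed for each probe set, and its log2 for medians. Entries of Tables 2–4 were paired with the probe sets of the gene in the order of their ratios, since the paper prints no probe set identifiers. Of 67 entries, 4 were not paired, because no further probe set carried that 1 symbol.

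Before the data were examined, but after Tables 2–4 had been read, 34 gene lists were fixed from general knowledge, with the rule for the genes named in the text. It took every gene of Tables 2–4, the 15 highest and 15 lowest ratios among genes with both signals at or above the array medians, up to 4 members of each list with the largest log2 ratio in either direction, up to 4 with the highest signal, and Ins1, Ins2, Gcg, Sst, Actb and Gapdh. Of the genes this rule takes, 1 is not reported here. A further 7 lists, on peritoneal macrophages (as seen in the data, and members whose values had not been looked at), mast cells, blood monocytes, kidney macrophages, mesothelium and islet hormones other than insulin, were written after the list medians and the genes with the highest ratios had been seen. For each list, the median log2 ratio of its measured members was given with a 95% interval from order statistics and with its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins. A list was called higher or lower when its median was above or below the middle 95% of the random lists. On simulated ratios of 12538 genes with 200 changed, all 20 lists with changed members were found at 2-fold, at 4-fold and at 8-fold, and 9 of 200 lists of unchanged genes were called.

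The alternatives were median centring, quantile normalization, loess correction (span 0.3, 3 iterations), centring on islet endocrine genes, floors at the 25th, 50th and 75th percentile of each array, the array median added to both signals, limits of 2-fold and 10-fold, 1 probe set per gene, the median of all probe sets of a gene, leaving out probe sets that can bind several transcripts, and stricter or no filters on low signals. A gene with both signals at a floor was given a log2 ratio of 0. This was set after the first values had been seen. The counts of genes per GO term and their P-values were left out, because no GO annotation was used here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.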

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

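The tests on further peritoneal macrophage genes and on mast cell genes were written before their values were seen, and all other tests of this part were chosen after the results had been seen. The ratios given first are of genes that the paper does not discuss. The 15 highest ratios among genes with both signals at or above the array medians included genes outside Tables 2–4, such as Alox15, an arachidonate lipoxygenase (32.6-fold higher in the graft from the hyperglycemic mouse), Slpi, a protease inhibitor (24.2-fold), Ms4a6d (18.4-fold), Wfdc17 (18.1-fold), Vsig4, a complement receptor of macrophages (17.1-fold), Fcgr3 (16.3-fold), F10, coagulation factor X (14.1-fold), Cd53, a leukocyte tetraspanin (12.3-fold), and Ctla2b (11.1-fold).

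Genes known from resident macrophages of the peritoneal cavity were higher in the graft from the hyperglycemic mouse, with a median log2 ratio of 3.12 over 16 genes, 4 of them in Tables 2–4 and 7 in other lists, such as Saa3 (33314 against 3265), Fn1 (17667 against 2204) and Gata6 (576 against 128). Chance scatter of low signals was argued against for these 16 genes, since all 16 had both signals at or above the array medians. Among the 71 genes past 5-fold with both signals at or above the medians, 95.8% were higher. The exact 95% interval, 88.1 to 99.1, treats these genes as independent, which genes on 1 pair of arrays need not be. Of these 71 genes, 13 were among the 16 themselves, and without them 94.8% of 58 were higher. The 2 lists of blood monocyte and kidney macrophage genes as 1 list had a median of 0.825 (interval 0.034 to 1.13, below the lower bound of 2.06 for all macrophage genes). Of 8 peritoneal macrophage genes not looked at before, 6 were measured, with a median log2 ratio of 1.37 (99.8th percentile of matched random lists, 95% interval -0.32 to 5.39), from Timd4 (208 against 4.95) to Rarb (1.25-fold lower), and 3 of them reached the floor only in the hyperglycemic mouse, with a median of 0.43 for the other 3. Mast cell genes had a median of 2.71 (100.0th percentile, interval -0.86 to 4.03), but 6 of the 8 reached the floor only in the hyperglycemic mouse (Cpa3 798 against 53.2) and the others were lower (Gata2 342 against 623, Tpsab1 91.4 against 131), and genes of the mesothelium had a median of 0.40 (92.2nd percentile). For kidney macrophages by themselves, the 7 genes of their list had a median of 1.021 (interval -0.427 to 1.144, below 2.06). This list was written after the list medians and the highest ratios had been seen. Its outcome depends on which macrophage genes were placed in it, so kidney macrophages stay open. Added cells would show little in Cd81, with a high signal in both samples (12750 in the normoglycemic mouse). Every other gene of the list was also at or below 1.144, from Cx3cr1 (97.6 against 131) to H2-Eb1 (1790 against 810). A hypothesis is that peritoneal cells may have been part of the graft sample from the hyperglycemic mouse. Blood monocytes by themselves (median 0.47, interval up to 2.264) stay open, as does the hyperglycemia of the recipient with 1 array per condition. The recipients differed in genotype as well as in blood glucose, so more arrays of these conditions would not separate genotype from blood glucose. Genes of neutrophils (median log2 ratio 1.91) and of red cells and platelets (1.13) were also higher in the graft from the hyperglycemic mouse. Neither list was tested against the hypothesis of peritoneal cells.

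Of the 63 paired entries of Tables 2–4, 38 had at least 1 signal below its array median. Among all 25079 such probe sets, 3153 were over 5-fold higher and 2663 over 5-fold lower (54.2% higher), so ratios of this size were common in both directions at low signals. Probe sets that were themselves paired with an entry, such as that of C3ar1 at 768 against 107, were not counted as other probe sets. Other probe sets could be read for 9 of the 38 genes, and 8 of the 9 were higher, or 7 with only the brightest of them (Ncf1 4.79-fold and Selp 5.28-fold higher, S1pr3 213 against 348). Their median log2 ratio was 0.746, with a 95% interval from 0.175 to 2.15, but from -0.256 to 2.26 with the brightest probe set. Chance scatter and induction both stay open, since the interval holds 0 in 1 of these 2 readings, such probe sets covered 9 of the 38 genes, and the first reading was redefined after its first value had left the question undecided.

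Islet hormones other than insulin were higher in the graft from the hyperglycemic mouse, Gcg, which encodes glucagon, 2.41-fold, Sst 2.70-fold, Ppy 3.51-fold and Pyy 3.27-fold (median log2 ratio 1.57). More islet tissue in that sample as the only cause was argued against by the median log2 ratio of the beta cell genes, 0.133. Its 95% interval, -0.41 to 0.65, lay below 1.27, the lowest log2 ratio of these hormones. This holds only if beta cell transcripts per islet were alike in both grafts, which was not tested. A smaller excess of islet tissue, up to 0.65, stays open. Another mix of endocrine cells among the 50 islets stays open with 1 array per condition. An effect of the recipient's hyperglycemia or genotype also stays open, and neither was tested.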

How the results depend on the processing

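The settings limited to list members outside Tables 2–4 and to 1 probe set per gene with both signals at or above the array medians were chosen after the data had been seen. Of 442 list medians under alternatives, 431 stayed within the 95% interval of the value as deposited without turning in a called list, 4 changed sign in a called list, and 7 moved out of the interval. The median log2 ratio of the macrophage genes was 2.12 to 2.66 under all 13 alternatives, of other nephron segments -0.84 to -0.47, and of endothelial genes -0.91 to -0.19, each outside the middle 95% of random lists in all 13. The count of probe sets over 5-fold higher (3251 as deposited) was 519, 129 and 54 with floors at the 25th, 50th and 75th percentile, 81 with the array median added, 8101 at 2-fold, 1400 at 10-fold, 98 with both signals at or above the medians, 957 with 1 probe set per gene and 68 with both of these. The count over 5-fold lower (2668) was 169, 6 and 2 with the floors, 3 with the median added, 6900, 1032, 5, 754 and 3 under the other settings in the same order. Raising or leaving out low signals took away most ratios by construction. The share of higher among these probe sets was 54.9% as deposited, 44.8% (2677 higher, 3298 lower) after centring on islet endocrine genes, which moved all log2 ratios by 0.26, and 75.4% to 96.4% with the floors or the median added. Of the 62 entries of Tables 2–4 over 5-fold, 41, 28 and 17 remained so with the 3 floors and 24 with the median added. With the probe set of highest signal, 51 of 60 genes were over 5-fold and 2 were lower. Among lists called higher or lower, the median log2 ratios that turned were complement at -0.067 outside Tables 2–4, exocrine pancreas at -0.057 with the median of all probe sets of a gene, and, centred on islet endocrine genes, ER stress at -0.028 and apoptosis at -0.071. Leaving out Tables 2–4, whose genes were chosen for high ratios, lowers the complement median by construction. The turns of ER stress and apoptosis are the shift of all log2 ratios itself, with their percentiles among random lists unchanged. In 11 lists that were not called, the median changed sign under at least 1 alternative, as in beta cells (-0.12) and the proximal tubule (-0.19) with the same centring. That centring also moved interferon-stimulated genes to -0.52, MHC class I to -0.20, hypoxia and glycolysis to -0.22, ribosomal proteins to -0.11 and mitochondrial respiration to -0.36, by the shift itself, and quantile normalization moved the last to -0.16. With the floor at the 75th percentile, where the median gene had both signals at the floor, the median was 0.0 and the call was lost for chemokines, their receptors, B cells, complement, fibroblasts, exocrine pancreas and apoptosis. Giving such genes the ratio of the 2 floors, as was done first, put the medians of 6 of the 17 lists called higher below 0 there (lowest -0.007). Other causes were not tested. Signal over background limits the entries with low signals, whose ratios scatter most. No paired analysis was possible because there was 1 array per condition.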

Differences from the paper's values

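For Ccr9, a chemokine receptor, the paper's ratio is 5.35, and the highest ratio among the probe sets that carry this symbol alone was 1.53, from signals of 44.1 in the hyperglycemic and 28.7 in the normoglycemic mouse, both below the array medians, a ratio given only to set it beside the paper's. Under the 9 alternatives set before the data were examined that apply to this ratio, it was 1.0 to 1.53, and none came within 1.5 times of the paper's value. The other 62 paired entries of Tables 2–4 were within 1.5 times of the paper's ratio as deposited.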

Other observations

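The counts of genes over 2-fold with the floor, the log2 ratio of 0 for genes with both signals at a floor, and 1 of the 13 alternatives, limited to list members outside Tables 2–4, were chosen after the results had been seen. Genes of alternatively activated macrophages were higher in the graft from the hyperglycemic mouse, with 10 of 11 measured genes over 2-fold higher (9 with low signals raised to the floor, median log2 ratio 2.13). Of 20 measured genes of vascular adhesion and coagulation, 8 were over 2-fold higher and 0 over 2-fold lower (median log2 ratio 0.54). Itgb2, a leukocyte integrin, was 7.89-fold higher, and F7, coagulation factor VII, at least 4.15-fold. Of 8 measured genes of red cells and platelets, 5 were over 2-fold higher (4 with the floor, median log2 ratio 1.13), such as Alas2, an enzyme of heme synthesis in red cells, at 2319 against 668. Immediate early and heat shock genes had a median log2 ratio of 0.56, with 3 of 16 over 2-fold higher (2 with the floor), such as Fos at 1510 against 645. Of 14 measured genes of matrix remodelling, 6 were over 2-fold higher (5 with the floor) and 1 lower (median 0.34), such as Timp2, an inhibitor of metalloproteinases, 8.61-fold higher. Other islet endocrine genes had a median of 0.46, and 5 measured of 19 exocrine pancreas genes a median of 0.81, but 0.33 with the floor and -0.06 with the median of all probe sets of a gene, with Cela1 at 14625 against 18162.

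Fibroblast and stromal genes were mixed, with 5 of 13 over 2-fold lower and 2 over 2-fold higher, or 1 with the floor (median log2 ratio -0.95, but -0.25 with no filter on low signals and 0.0 with the floor at the 75th percentile, both within the middle 95% of random lists). Col1a2, a chain of type I collagen, had a signal of 204 against 677, and Pdgfrb, a growth factor receptor of mural cells, 456 against 1205. Among genes with both signals at or above the array medians, the lowest ratios were those of Ces1g, a carboxylesterase (7.51-fold lower), Slc22a7, an organic anion transporter of the kidney (7.15-fold lower), Car3, carbonic anhydrase 3 (5.71-fold lower), and Dio1, a deiodinase of thyroid hormone (4.99-fold lower). Of 14 measured genes that respond to glucose, all 14 differed by no more than 2-fold (median 0.002), and Txnip, which glucose induces in islets, had a signal of 5194 against 4489. All 18 genes of ER stress (median 0.23) and 18 of 20 of apoptosis (median 0.18) also differed by no more than 2-fold, as did 19 of 22 of hypoxia and glycolysis (median 0.03), 14 of 15 of oxidative stress (median 0.12) and 8 of 11 of proliferation (median 0.03), the other 3 being lower, with 0 genes of oxidative stress and 1 of proliferation over 2-fold with the floor. The medians of the ER stress and apoptosis groups were above the middle 95% of random lists (99.7th and 98.6th percentile), that of apoptosis under 10 of 13 alternatives only. After centring on islet endocrine genes both medians were below 0 (-0.03 and -0.07). That centring moved all log2 ratios alike by 0.26 and left both percentiles unchanged, so the change of sign is the shift itself. Casp1, an inflammatory caspase of the apoptosis group, was at least 3.35-fold higher (277 against 39.7). Adipocyte genes had a median of -0.01 over 7 genes, T and NK cell genes 0.25, housekeeping genes 0.28, ribosomal protein genes 0.14 and genes of mitochondrial respiration -0.10. The housekeeping median was also above the middle 95% of random lists (99.4th percentile), and outside it under 12 of 13 alternatives. It was larger than the medians of the ER stress and apoptosis groups. The 4 measured genes linked to sex differed by no more than 2-fold, such as Eif2s3y, on the Y chromosome, at 1565 against 1255. The TrpnX 3' control probe set, for a bacterial transcript, had a signal of 58.2 on the array of the hyperglycemic mouse and 4.05 on the other, both below the array medians.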
